A study of Mus musculus with 18 samples. Its data were reported in "Single cell transcriptome atlas of mouse mammary epithelial cells across development" (2021).

How the data were processed

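The series holds 18 droplet single-cell RNA libraries made with 10x Chromium chemistry from mouse mammary glands and, in 1 case, embryonic skin. Each library came from pooled animals, so the library was the unit of replication and cells were never counted as replicates. Per the study's methods, adult and staged glands were sorted to remove blood and endothelial cells and to keep epithelial cells, the terminal end buds and ducts were dissected by hand under a fluorescent reporter, and the animals were not staged for estrus. The deposited files give, for each library, raw counts of unique molecular identifiers (UMIs) per gene and cell barcode, which the authors made with Cell Ranger. The version per the file headers was 3.1.0 for the postnatal day 5 and pre-puberty libraries and 3.0.2 for the others. The authors exported barcodes with 500 or more reads assigned to genes. Every library used the same list of 31053 features, of which 36 shared a symbol with another feature and were kept apart by their Ensembl identifiers. The genome build of these files is not given in the sources used here, so no coordinates are printed. The study states that the embryonic pair, the pubertal pair, the C57BL/6 and SWISS adults with the pre-puberty library, and an FVB/NJ adult with the post-involution library were each processed together. The labels give no processing dates, so whether stage and processing day were confounded is not known for the other libraries. The study's bulk RNA and chromatin data were not analysed here.

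Cells were kept by the study's limits: at least 500 detected genes, a mitochondrial share below a limit of 15 to 25% that depended on the library, and the study's upper limits on genes and counts per library. This kept 132599 of 149371 barcodes. The kept cells' median depth ran from 2498 UMIs in adult FVB/NJ replicate P7 to 21609 in the terminal end bud library. The share of barcodes kept was 48.6% in lactation replicate F11 and 68.9% in lactation replicate D6, and at least 86.2% in each of the other 16 libraries.

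Libraries were clustered in 5 sets: the 10 FVB/NJ libraries of the adult, pregnancy, lactation and post-involution stages; the 2 embryonic libraries; the 4 C57BL/6 mammary libraries from E18.5 to the adult; the 2 pubertal libraries; and the 5 adult libraries of 3 strains. In each set, Seurat 5.3.0 anchors (reciprocal principal components, 20 dimensions, 2000 variable genes from the 3000 ranked per library) joined the libraries, and shared-neighbour clusters were taken at a resolution of 0.1. Cell cycle, milk, contractile, duct, terminal end bud, sex, dissociation and blood genes, together with mitochondrial and ribosomal protein genes, were kept out of the variable genes so that no tested list shaped the clusters.

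A cluster took the name of the class with the largest share of its fixed markers raised, where raised meant 2-fold or more over all other cells (5 CPM, counts scaled to a common library total, added to both sides) and detection in 5% or more of its cells, and where at least 3 markers were raised. It stayed unnamed where another class had more markers among its top 10 genes, or where its cells were shallow and it had no marker of its own among those genes. The naming was changed once after the data were seen: marker folds were computed on counts outside the milk list, because milk transcripts took most counts of a secretory cluster, which was then named luminal progenitor (LP)/alveolar. That cluster held 50.0% (D6) and 44.4% (F11) of the LP/alveolar cells in lactation, 10.1% (B4) and 5.67% (F4) at pregnancy day 18.5, 1.09% (G) and 0.519% (H) at pregnancy day 12.5, 3.24% to 5.33% in the 3 adult FVB/NJ libraries and 8.77% post-involution. An alternative without it was added for this reason. The cluster named immune in the FVB/NJ set also carried 5 of 5 endothelial markers and had blood genes among its top genes, so it is a mixture of non-epithelial cells. A further cluster of 603 cells with adipocyte-like genes stayed unnamed.

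Counts were summed per library and class wherever a library had 20 or more cells of the class. In the alternative with at least 1000 genes per cell, F11 kept 19 basal cells. By this rule D6 alone then stood for lactation in basal cells. For the 9 FVB/NJ libraries of the 4 stages with replicates, genes were tested with edgeR 4.0.16 (quasi-likelihood fit, TMM scaling, filterByExpr, one fit per class) and called at a Benjamini-Hochberg adjusted p under 0.05. DESeq2 1.42.0 was the alternative. Where leaving out 1 library left a stage with a single library, the lone library was assumed to vary like the other groups. Gene lists were tested with camera and fry in limma 3.58.1. Shares of cells in the 3 epithelial classes were compared across stages with an exact two-sided permutation test on the between-stage sum of squares over all 7560 assignments of the 9 libraries, adjusted over 4 shares. Correlations used 100000 permutations.

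Lineage signatures came from the 3 adult FVB/NJ libraries: genes at least 2-fold higher in a class than in both others by edgeR's test against a threshold, with the library as a block. The basal position of a cell was the share of basal signature genes detected, divided by the sum of the 3 shares for basal, LP and mature luminal (ML) signatures, after thinning each cell to 2000 UMIs. Cells below that depth were left out, and thinning was also used for every share of cells with a UMI of a gene. Comparisons with 1 library per group have no test. Their ratios of CPM carry exact Poisson 95% intervals, and their shares carry exact binomial (Clopper-Pearson) 95% intervals. A count of 0 was taken to allow up to 3 counts over the group. The contractile list was also ranked among 10000 random lists matched on mean expression within 50 ranks each side.

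Genes were named by a rule fixed before the data were examined, as were the classes' markers, the tests and the alternatives except those said to be added. It had 3 parts: genes that the study's text names, each in the comparison it names them for; per class and replicated contrast, the 2 largest rises and 2 largest falls among called genes with a mean of 50 or more CPM in the higher group and no overlap between the groups' libraries; and per unreplicated comparison, the 3 largest ratios each way with 50 or more CPM in one sum and intervals that did not overlap. Markers, predicted genes, mitochondrial and ribosomal protein genes were left out of the last 2 parts. Genes for sex, dissociation and blood could be named as quality checks. The fixed lists were cell cycle (7 genes), milk (8 genes), contractile (4 genes), duct, terminal end bud, embryonic, sex, dissociation and blood genes.

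The gene test was tested on simulated data with 200 changed genes at folds of 2, 4 and 16 added to the adult and pregnancy day 12.5 libraries. It recovered 57.1% of changed genes in basal, 53.1% in LP/alveolar and 45.9% in ML sums, with 4.27%, 5.5% and 4.26% false calls. Recovery was 9.23%, 9.09% and 1.59% at a fold of 2, and 100%, 98.4% and 92.4% at a fold of 16. A simulated signature at a fold of 8 was recovered for 195 of 200 genes with 0 false calls. Its counts had no differences between libraries beyond depth and random spread, and none between classes beyond the raised basal genes. It thus says little about false calls in the real signatures.

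The alternatives tried were DESeq2, library sizes without TMM, milk genes left out, no filter on low counts, the study's representative libraries against the others as a block, at least 1000 genes per cell, the cells with the highest Scrublet scores left out, a resolution of 0.3, no integration, thinning to 1000 UMIs or none, other scores, and each replicate left out in turn. Scrublet (in Scanpy 1.11.5) scores were ranked at 0.8% doublets per 1000 cells, since its automatic threshold called as few as 0.113% of cells in a library (F11). Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9 and R 4.3.3 were used. Cells in unnamed and non-epithelial clusters were left out of the epithelial shares. The basal position left out clusters named fibroblast, Schwann or epidermal, and an unnamed cluster of 195 cells with haemoglobin genes on top. It kept an unnamed cycling cluster of 2263 cells that carried basal markers. Intervals and limits from counts cover counting error only.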

Results

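RNA was counted in single cells of 18 libraries. C57BL/6 mice gave 7 of them: the E18.5 mammary rudiment, E18.5 skin, the postnatal day 5 gland, the pre-puberty gland at 2.5 weeks, terminal end buds (TEBs) and ducts at 5 weeks, and the adult gland at 10 weeks. Adult SWISS mice gave 1 library. FVB/NJ mice gave 3 adult libraries (A10, P7 and D12), 2 from pregnancy day 12.5 (H and G), 2 from pregnancy day 18.5 (F4 and B4), 2 from lactation day 10 (F11 and D6) and 1 post-involution library. Only these 4 FVB/NJ stages had replicates, and every other group consisted of a single library. Ages are those of the labels. The study's text gives a younger pre-puberty age and, in places, another day of lactation.

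The library totals ranged from 9920346 UMIs in adult FVB/NJ P7 to 93234616 in lactation D6. The E18.5 mammary library held 54173813 UMIs, E18.5 skin 50904927, postnatal day 5 42821531, pre-puberty 39445446, TEB 45688910 and duct 29525671. The adult libraries A10 and D12 held 69643560 and 34121281, adult C57BL/6 71021911 and adult SWISS 85865973. Pregnancy day 12.5 H and G held 66274512 and 71602020, pregnancy day 18.5 F4 and B4 56653320 and 42983751, lactation F11 51526155 and post-involution 54003067. Of 149371 barcodes, 132599 were kept as cells, from 1700 in the duct library to 13397 in pregnancy day 12.5 G.

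Cell barcodes split the libraries into 3 sets. Set 1 held 13 libraries, including E18.5, TEB, duct and all FVB/NJ libraries except P7. Set 2 held postnatal day 5, pre-puberty, adult C57BL/6 and adult SWISS, and the third held P7 alone. The barcodes of P7 had 14 bases and those of the other 17 libraries 16, so P7 could share none with them. Pairs within set 1 shared 5962 barcodes where 5895.8 would be shared by chance, and pairs across sets 1 and 2 shared 70 where chance gives 4032.3. Strain and barcode set were therefore confounded for FVB/NJ against the other adult strains, and age and set for E18.5 against postnatal day 5, pre-puberty and the C57BL/6 adult.

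The pregnancy-cycle question was which epithelial cells make up the gland at each stage. In adult FVB/NJ glands, basal cells made up 42.8% ± 2.55 (SD, n = 3) of the epithelial cells, LP/alveolar cells 26.7% ± 1.97 and ML cells 30.5% ± 2.63. At pregnancy day 12.5 the shares were 53.8% ± 13.8 (SD, n = 2) basal, 44.3% ± 13.8 LP/alveolar and 1.96% ± 0.0138 ML. At pregnancy day 18.5 they were 47.0% ± 1.84 (SD, n = 2), 49.5% ± 2.11 and 3.50% ± 0.271. At lactation day 10 they were 13.9% ± 7.12 (SD, n = 2), 80.6% ± 8.31 and 5.53% ± 1.19. The post-involution library had 32.5% basal (95% interval 31.5 to 33.4), 30.4% LP/alveolar (29.5 to 31.4) and 37.1% ML cells (36.1 to 38.1).

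The ML share differed between the 4 stages by an exact permutation test over 9 libraries (p = 0.000794, the smallest value 6 of 7560 assignments could give; adjusted over 4 shares, p = 0.00317). Each ML share at pregnancy and lactation lay below each adult share. The LP/alveolar share also differed (exact permutation p = 0.00556, adjusted p = 0.0111), with all 6 pregnancy and lactation libraries above the 3 adult ones. The basal share differed (exact permutation p = 0.0302, adjusted p = 0.0402), and both lactation libraries lay below the other 7. The 2 pregnancy day 12.5 libraries were far apart in basal cells, at 44.0% (H) and 63.5% (G). Among the tests of the 3 class shares, the basal one moved most across alternatives. Without A10, P7 or D12 its exact permutation p rose to 0.0952, 0.0952 and 0.0667. Without G the stage with the highest basal share changed to pregnancy day 18.5, at 47.0% against 44.0% (exact permutation p = 0.0202).

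**Figure D1:**
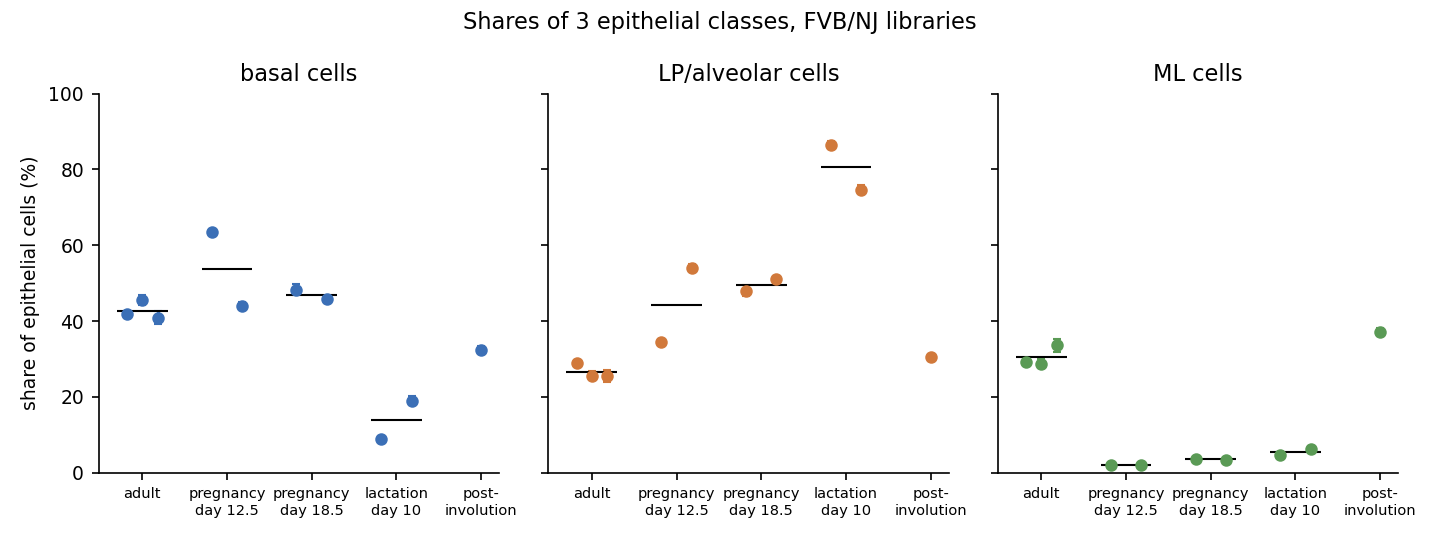
Share of each epithelial class among epithelial cells (percent, vertical axis) by FVB/NJ stage, with 1 point per library and its 95% counting interval, and a bar at the stage mean. ML shares lie between 28.8% and 33.6% in the 3 adult libraries and at or below 6.37% in every pregnancy and lactation library.

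Genes were then compared between successive stages within each class. Between the adult gland and pregnancy day 12.5, edgeR called 123 of 13275 genes in basal cells (54 higher, 69 lower), 1900 of 13967 in LP/alveolar cells (886 higher, 1014 lower) and 741 of 8938 in ML cells (424 higher, 317 lower). Of the alternatives with all libraries, dropping the low-count filter moved the basal count most, to 1044. Leaving out single libraries moved the basal count to 2 (H), 2 (G), 4 (F4), 18 (B4), 25 (D12), 52 (D6), 64 (F11), 377 (P7) and 672 (A10). The LP/alveolar count was 127 without H, 157 without G, 1149 without F4, 1173 without B4 and 2941 without P7. The ML count was 132 without H, 129 without G, 426 without F4, 444 without B4 and 1185 without P7.

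Between pregnancy days 12.5 and 18.5, edgeR called 0 genes in basal cells, where 1136 genes had an unadjusted p under 0.05 and DESeq2 called 169. It called 134 in LP/alveolar cells (112 higher, 22 lower) and 2 in ML cells (1 higher, 1 lower). Without P7 the basal count was 90 and without A10 it was 14. The LP/alveolar count was 2 without H or G, 11 without B4, 24 without F4, 71 without F11, 75 without D6, 290 without A10, 301 without D12 and 1098 without P7. The ML count was 0 without H, F4, G or B4, 1 without F11 or D6, 5 without A10, 9 without D12 and 59 without P7.

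Between pregnancy day 18.5 and lactation, edgeR called 96 genes in basal cells (84 higher, 12 lower), 467 in LP/alveolar cells (341 higher, 126 lower) and 0 in ML cells, where 647 genes had an unadjusted p under 0.05 and DESeq2 called 69. The basal count was 0 without F4 or B4, 25 without D6, 62 without F11, 64 without H or G and 222 without P7. The LP/alveolar count was 36 without F4, 54 without B4, 115 without D6, 238 without H or G and 1132 without P7. The ML count was 50 without F11, 57 without P7, 5 without D12 and 4 without A10. TMM scaling set the balance of directions here: without it the median of all genes shifted by -0.48 log2 in basal, -1.74 in LP/alveolar and -0.68 in ML cells, and LP/alveolar calls became 231 higher and 10027 lower. In the earlier contrasts the shift without TMM was -0.10 and 0.12 in basal, -0.32 and -0.50 in LP/alveolar and 0.01 and 0.15 in ML cells. All log2 values and scaled CPM of these contrasts rest on TMM scaling, and scaled CPM of a library need not add up to the nominal total.

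In basal cells at pregnancy day 12.5 the largest rises were Glycam1 (ENSMUSG00000022491), with 16869 counts against 1 in the adult sums (ratio 12991, interval 2331 to 513150), and Wap (ENSMUSG00000000381, log2 7.45, SE 1.28, adjusted p = 0.0337). Glycam1 CPM in basal cells were 411 (H) and 341 (G), and in immune cells of the same libraries 572 and 311, so its basal level was at background. Wap stood at 57.3 ± 1.31 scaled CPM (SD, n = 2) against 0.229 ± 0.396 (n = 3). Its adjusted p ran from 3.38e-10 to 0.202 over its alternatives, and the call was lost without H, F4, D12, G or B4. The largest falls were Plat (ENSMUSG00000031538, log2 -4.46, SE 0.863, adjusted p = 0.0448) and Fxyd6 (ENSMUSG00000066705, log2 -4.15, SE 0.818, adjusted p = 0.0468). Both calls were lost without each of H, F4, F11, D12, G, B4 and D6, with adjusted p up to 0.552 for Plat and 0.553 for Fxyd6, and they were kept in 7 and 6 of 16 alternatives. Both were also lost with the representative libraries as a block, Plat without TMM, and Fxyd6 with at least 1000 genes per cell and without high Scrublet scores. Every pregnancy library lay beyond every adult library for each of these 4 genes. In all, 11 rises and 15 falls met the naming rule, which asks for a call and for libraries that do not overlap. Chance alone parts 3 libraries from 2 in 2 of 10 orderings.

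In LP/alveolar cells at pregnancy day 12.5 the largest rises were Glycam1 (665243 counts against 1; ratio 219690, interval 39431 to 8677500) and Fabp3 (ENSMUSG00000028773, log2 9.14, SE 0.953, adjusted p = 0.000895). The largest falls were Apod (ENSMUSG00000022548, log2 -10.01, SE 1.17, adjusted p = 0.00155) and Hey1 (ENSMUSG00000040289, log2 -8.27, SE 0.497, adjusted p = 9.52e-05). All 4 calls were kept in every one of their 17 alternatives, with the highest adjusted p at 0.0322 (Apod). In this class 110 rises and 115 falls met the rule. In ML cells the largest rises were Glycam1 (3073 counts against 1; ratio 53042, interval 9513 to 2095700) and Pnmt (ENSMUSG00000038216), with 849 counts against 0 (at least 4885-fold higher, against a floor of 3 counts over the group). The largest falls were Ido1 (ENSMUSG00000031551, 0 counts against 3518, at least 67.9-fold lower) and Aoc1 (ENSMUSG00000029811, 0 counts against 3338, at least 64.5-fold lower). The Ido1 call was lost without H or G (adjusted p up to 0.0893), and the Aoc1 call without H or G and under DESeq2 (adjusted p up to 0.163). In ML cells 126 rises and 170 falls met the rule. Only 208 (H) and 251 (G) ML cells stood behind the day 12.5 values. In these cells the adult ML signature had a median log2 change of -1.42 (288 of 373 genes lower), while the LP signature had 1.16 (120 of 155 higher) and the basal signature 0.99 (169 of 231 higher). The 95% ranges of random lists lay between -0.20 and 0.21. The signatures were chosen on the same adult libraries that form the baseline here. That choice pushes the lists in these directions, and the random lists do not carry it.

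At pregnancy day 18.5 against day 12.5, LP/alveolar cells rose in Cidea (ENSMUSG00000024526, log2 4.60, SE 0.828, adjusted p = 0.0370) and Sftpd (ENSMUSG00000021795, log2 4.54, SE 0.671, adjusted p = 0.0204) and fell in Hmgb2 (ENSMUSG00000054717, log2 -2.33, SE 0.375, adjusted p = 0.0255). Among genes meeting the rule, 12 rose and Hmgb2 alone fell, and chance parts 2 libraries from 2 in 2 of 6 orderings. The Cidea and Hmgb2 calls were lost without each of H, F4, F11, G, B4 and D6, and the Sftpd call without H, F4, G or B4, with adjusted p up to 0.535 for Cidea, 0.363 for Hmgb2 and 0.419 for Sftpd. With the representative libraries as a block the Cidea and Hmgb2 calls were lost too. In ML cells the 2 called genes were Nid1 (ENSMUSG00000005397, 200 counts against 2, ratio 83.5, interval 22.8 to 694) and Smox (ENSMUSG00000027333, log2 -3.31, SE 0.430, adjusted p = 0.0479). The Nid1 call was lost without H, F4, G or B4 (adjusted p up to 0.724, kept in 9 of 16 alternatives), and the Smox call without each of H, F4, F11, G, B4 and D6 (adjusted p up to 1, kept in 6 of 16). Both were also lost without TMM, with the representative libraries as a block and without high Scrublet scores, and Smox with at least 1000 genes per cell. For each of these 5 genes the 2 libraries of one stage lay on one side of the 2 of the other.

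At lactation day 10 against pregnancy day 18.5, the largest basal rises were Hbb-bt (ENSMUSG00000073940, 229 counts against 0, at least 594-fold higher against a floor of 3 counts over the group) and Csn1s2b (ENSMUSG00000061388, log2 11.13, SE 1.40, adjusted p = 0.00996). The largest falls were Col9a1 (ENSMUSG00000026147, log2 -4.66, SE 0.830, adjusted p = 0.0353) and Serpinf1 (ENSMUSG00000000753, log2 -4.10, SE 0.703, adjusted p = 0.0298). The Hbb-bt call was lost under DESeq2 (adjusted p = 0.179) and without F4, B4 or D6 (adjusted p up to 0.483), and the Csn1s2b call without F4 or B4 (up to 0.350). The Col9a1 and Serpinf1 calls were lost without F4, F11, B4 or D6 (up to 0.370 and 0.350) and with at least 1000 genes per cell. In basal cells 24 rises and 8 falls met the rule. In LP/alveolar cells the largest rises were Hbb-bs (ENSMUSG00000052305, 4587 counts against 0, at least 969-fold higher against the same floor) and Cfd (ENSMUSG00000061780, 6114 counts against 2, ratio 1938, interval 536 to 16003). The largest falls were Rspo1 (ENSMUSG00000028871, log2 -5.21, SE 1.15, adjusted p = 0.0395) and Gjb6 (ENSMUSG00000040055, log2 -3.58, SE 0.466, adjusted p = 0.00363). The Rspo1 call was lost without H, F4, G, B4 or D6 (up to 0.215), and also with the representative libraries as a block, with at least 1000 genes per cell and without the secretory cluster. The Gjb6 call was lost without F4 (0.0542). In LP/alveolar cells 54 rises and 9 falls met the rule. Hbb-bs stood at 8377 (F11) and 9485 (D6) CPM in the immune cells of the lactation libraries, at 104 and 1743 in their basal cells, at 25.1 and 50.5 in their LP/alveolar cells and at 27.6 (interval 8.97 to 64.4) and 1227 (1164.5 to 1291) in their fibroblasts. By CPM, basal cells thus lay above fibroblasts in both libraries. The CPM of LP/alveolar cells are lowered by milk, and by number of UMIs these cells held 880 in 3399 cells (F11) and 3707 in 3875 (D6), against 5 in 76 and 1458 in 465 fibroblasts. LP/alveolar cells thus held more per cell than fibroblasts in F11 and fewer in D6. For each of these 8 genes both libraries of one stage lay on one side of both libraries of the other.

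The study described cycling basal cells in mid-pregnancy, and a list of 7 cell cycle genes was therefore tested in basal cells. Its median log2 change from adult to pregnancy day 12.5 was 1.78 and its mean 1.14, with 5 of 7 genes higher (camera in limma, adjusted p = 0.00223, equal to the raw value with 1 list tested). The call did not hold under fry in limma (adjusted p = 0.0519), whose value ran from 0.0233 to 0.130 over the alternatives and fell below the threshold with at least 1000 genes per cell (0.0301) and without A10 (0.0233), F11 (0.0267) or D6 (0.0320). Leaving out D12 moved the camera value most, to 0.0148. Adjusted over the list alone, 2 of 7 genes passed in edgeR: Cks2 (ENSMUSG00000062248, log2 2.09, SE 0.539, adjusted p = 0.0185) and H2afv (ENSMUSG00000041126, log2 1.17, SE 0.379, adjusted p = 0.0367). Over all genes tested none of the 7 passed, and the adjusted p of Cks2 was 0.0992 (7.58e-05 to 0.615 over its alternatives). The study chose most of this list on its representative libraries, A10 and H among them, so for those the list is not independent evidence. P7, D12 and G were outside that comparison, though the study also saw a cycling basal cluster in its day 12.5 replicates. Cks2 rose from 57.4 ± 34.2 (SD, n = 3) to 246 ± 6.44 (SD, n = 2) scaled CPM and H2afv from 184 ± 63.9 to 414 ± 5.01, with both pregnancy libraries above all 3 adult ones. Mki67 (ENSMUSG00000031004) rose from 8.27 ± 9.13 to 34.3 ± 0.691 (log2 1.95, SE 0.761), and Top2a (ENSMUSG00000020914, log2 1.78) and Pclaf (ENSMUSG00000040204, 39.6 ± 38.8 to 161 ± 6.81) were also higher. Hmgb1 (ENSMUSG00000066551, log2 -0.38) and Tuba1b (ENSMUSG00000023004, log2 -0.62) were lower. A cluster of cycling basal cells held 12.02% (G) and 8.19% (H) of the cells at pregnancy day 12.5, and at most 3.59% (A10) in the other 8 FVB/NJ libraries.

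The study also described milk transcripts in basal cells of lactating glands. The 8 genes of the milk list took 26.0% ± 20.6 (SD, n = 2) of counts in lactation basal cells, 77.8% ± 1.27 in LP/alveolar cells and 29.3% ± 0.820 in ML cells. Background classes carried 23.4% ± 18.7 (fibroblasts) and 18.2% ± 17.01 (immune cells). By library, the basal share was 40.5% in F11 and 11.4% in D6, the fibroblast share 36.6% and 10.1%, and the immune share 30.2% and 6.14%. The median basal cell held 608 milk UMIs in F11 and 140 in D6, against 646.5 and 134 in fibroblasts, 642 and 155 in immune cells and 6980 and 14172 in LP/alveolar cells. The number of milk UMIs in basal cells was thus at the level of the non-epithelial background in both libraries. Leaving out the highest Scrublet scores moved the ML share most, to 18.3%. From pregnancy day 18.5 to lactation all 8 genes were higher in all 3 classes, except that Wfdc18 (ENSMUSG00000000983) was lower in LP/alveolar cells without TMM (log2 -0.25). Csn1s2b was called in basal cells (above) and in LP/alveolar cells (log2 9.98, SE 1.59, adjusted p = 0.00944; lost without F4 or B4, up to 0.183), and not in ML cells (log2 10.88, SE 1.54, adjusted p = 0.106). None of the other 7 milk genes was called by edgeR in any class. The lowest of their adjusted p values in basal cells was 0.137 (Wap; log2 5.08, SE 1.295).

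**Figure D2:**
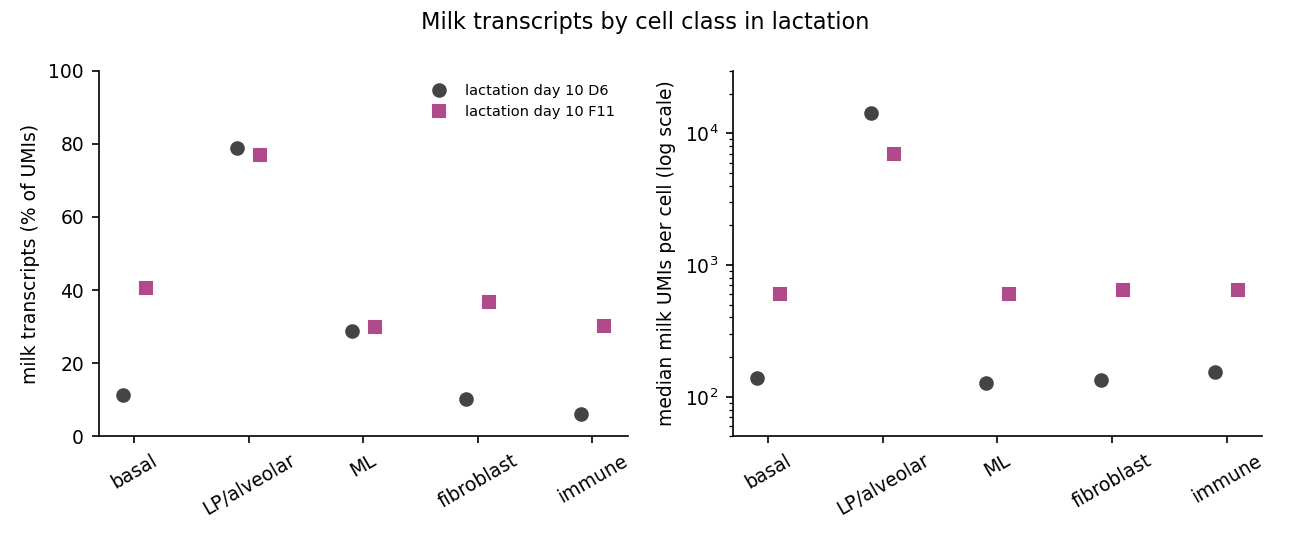
Milk transcripts by cell class in the 2 lactation libraries (circles D6, squares F11), as percent of counts and as median milk UMIs per cell on a log axis. Median milk UMIs lie between 604 and 646.5 in F11 and between 127 and 155 in D6 for basal, ML, fibroblast and immune cells, and at 6980 and 14172 for LP/alveolar cells.

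A cluster with markers of several epithelial classes, which the study also described, held 2163 of 83020 cells (2.61%) in the 10 FVB/NJ libraries and 1323 of 48981 (2.70%) in the study's 5 representative libraries. Its share of cells was 1.93% ± 0.635 (SD, n = 3) in adults, 3.98% ± 0.625 (SD, n = 2) at pregnancy day 12.5, 2.09% ± 1.42 at day 18.5 and 0.776% ± 0.0792 in lactation. The difference between stages was not past the threshold (exact permutation p = 0.0548, adjusted p = 0.0548). Without F4 or B4 the exact permutation p was 0.0298 and 0.0143. With the highest Scrublet scores left out, the highest share moved to the adult stage (exact permutation p = 0.698), and without integration to lactation (exact permutation p = 0.317). Its cells held 1.97 times their library's median UMI count, and 86.5% of them ranked among expected doublets against 5.60% of other cells. Its share rose with the number of cells per library over the 10 libraries (Pearson r = 0.890, permutation p = 0.0014; Spearman rho = 0.818, permutation p = 0.0078). Without P7 and pregnancy day 12.5 G, the libraries farthest from the median cell number, r was 0.896. This was the only correlation across libraries computed, so adjustment leaves both values as they are. P7 was the only library of its barcode set among the 10, so the 8 libraries behind the last value were all of set 1.

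Signatures of the 3 classes were derived from adult FVB/NJ cells in order to place the cells of younger glands. They held 837 basal, 298 LP and 466 ML genes of 12918 tested. Without the library block they held 293, 143 and 176 genes, and without A10 they held 171, 127 and 174. In C57BL/6 mice the median basal position of epithelial cells (100% means basal signature genes alone) was 40.5% at E18.5 (quartiles 33.9 to 47.4; 4678 cells), 40.1% on postnatal day 5 (17.5 to 52.2; 2121 cells), 66.2% before puberty (13.9 to 71.0; 3389 cells) and 7.54% in the adult (5.63 to 37.3; 10769 cells). Exact order-statistic intervals on these medians were 40.2 to 40.9, 38.7 to 41.7, 65.8 to 66.5 and 7.44 to 7.61. Within the cells named basal, the medians were 50.2%, 61.9%, 69.4% and 66.7% at the 4 ages. They were 37.2%, 22.4%, 10.8% and 7.01% within LP/alveolar cells and 32.1%, 13.7%, 10.9% and 6.27% within ML cells. The basal, LP and ML positions of a cell add up to 100%. Over all epithelial cells the median LP positions were 37.9%, 31.8%, 19.3% and 18.9% at the 4 ages. The median ML positions were 20.5%, 22.8%, 13.7% and 52.4%. At E18.5 the basal median thus lay close to the LP median. The medians over all epithelial cells also followed the mix of classes, with 2302 basal, 723 LP/alveolar and 338 ML cells before puberty and 2804, 3650 and 5042 in the adult. Scoring by share of counts moved the median basal position of postnatal day 5 most, to 67.4%. E18.5 differed from the other ages in barcode set. Cells named fibroblast, Schwann or epidermal and an unnamed cluster of 195 cells with blood genes were left out. They made up 22.5%, 42.1%, 15.7% and 7.34% of the kept cells at the 4 ages. Cells named epidermal were 686 of the 1440 left out at E18.5 and 1151 of the 1571 on postnatal day 5. Whether basal-like mammary cells were among them was not tested. The medians over all epithelial cells included an unnamed cycling cluster of 2263 cells, which before thinning gave 1501 of 4958 epithelial cells at E18.5, 610 of 2157 on postnatal day 5 and 110 of 11606 in the adult.

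**Figure D3:**
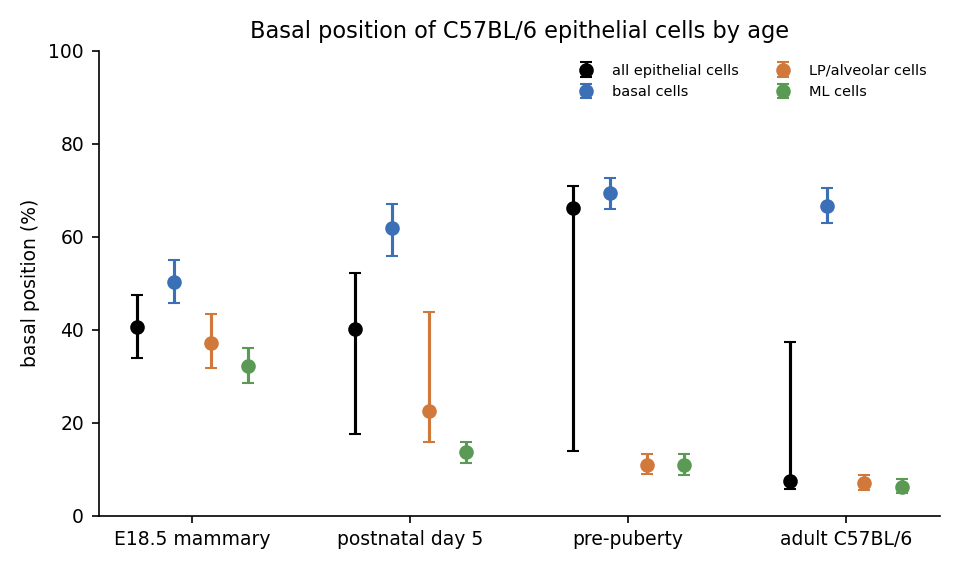
Basal position (percent, median with quartiles over cells) at E18.5, postnatal day 5, pre-puberty and in the adult for all epithelial cells and for each class, 1 C57BL/6 library per age. Medians of basal and luminal classes lie between 32.1% and 50.2% at E18.5 and between 6.27% and 66.7% in the adult.

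The study names Igfbp2 and Serpine2 for embryonic basal cells. In 860 E18.5 basal cells, Igfbp2 (ENSMUSG00000039323) stood at 463 CPM against 215 in 2804 adult C57BL/6 basal cells, a ratio of 2.15 (2.04 to 2.27). Serpine2 (ENSMUSG00000026249) stood at 384 against 14.2, a ratio of 26.9 (22.9 to 31.9). These 2 libraries were of different barcode sets.

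The embryonic pair asked what sets the mammary rudiment apart from the surrounding skin. Epidermal cells were 11.4% of the mammary library (interval 10.6 to 12.2) and 1.66% of skin (1.41 to 1.95). Their cluster raised 6 of 8 epidermal markers and also 6 basal markers. Clusters without a name held 27.4%, 11.4% and 2.75% of skin cells. Schwann cells were 3.50% (3.06 to 3.98) and 5.15% (4.71 to 5.63), and fibroblasts 2.97% (2.57 to 3.42) and 48.8% (47.8 to 49.8). A cluster that took the LP/alveolar name by 3 of 9 markers held 76.5% of mammary and 2.85% of skin cells. Without integration the mammary fibroblast share moved most, to 0.766%. Over all cells, Epcam (ENSMUSG00000045394) stood at 903 CPM in the mammary library against 41.5 in skin, a ratio of 21.8 (20.8 to 22.8). Cdh1 (ENSMUSG00000000303) had a ratio of 22.8 (19.4 to 27.1) and Espn (ENSMUSG00000028943) 41.4 (36.5 to 47.1). The other 11 genes that the study names for the rudiment were all higher in the mammary library, with ratios from 1.81 for Cxcl14 (ENSMUSG00000021508) to 20.3 for Krt14 (ENSMUSG00000045545). All these ratios also follow the mix of cells, with fibroblasts at 48.8% of skin. The epidermal cluster itself raised Krt5, Krt14, Krt17 and Cxcl14, so their ratios may in part reflect its larger share of the mammary library. After thinning, 73.4% of mammary cells had an Epcam UMI against 20.7% of the Schwann cells of the same library (unthinned 90.1% and 33.9%, median depths 7564.5 and 2940.5). In skin the shares were 2.76% and 0.990% (unthinned 5.50% and 1.94%, median depths 5257 and 3979). The largest ratios toward mammary were Xist (ENSMUSG00000086503, 71508 counts against 7, ratio 9666, interval 4691 to 24043), Cytl1 (ENSMUSG00000062329, 113, 86.5 to 149) and Stfa1 (ENSMUSG00000071562, 93.5, 80.9 to 109). Toward skin they were Ddx3y (ENSMUSG00000069045, 5521 counts against 0, at least 1945-fold higher), Pnoc (ENSMUSG00000045731, 455, 231 to 1055) and C1qtnf3 (ENSMUSG00000058914, 441, 279 to 745). Xist and Ddx3y differ by sex, and the skin library carried male cells. Stfa1 was among the top 10 genes of the epidermal cluster, so its ratio may in part reflect the larger epidermal share of the mammary library.

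The pubertal pair asked how cells of the growing TEB differ from those of the duct behind it. The TEB and duct libraries held 472 and 752 basal, 293 and 481 LP/alveolar, and 1082 and 467 ML cells, with median basal depths of 26031 and 11924.5 UMIs. In basal cells the contractile genes were lower in the TEB. The TEB over duct ratio was 0.436 for Acta2 (ENSMUSG00000035783, 0.432 to 0.441), 0.0320 for Myh11 (ENSMUSG00000018830, 0.0280 to 0.0365), 0.356 for Myl9 (ENSMUSG00000067818, 0.345 to 0.367) and 0.0980 for Mylk (ENSMUSG00000022836, 0.0912 to 0.105). The list's median log2 ratio was -2.42 (-2.48 to -2.37), below all 10000 random lists, of which the middle 95% lay between -0.55 and 0.55. The study chose these genes by comparing these libraries, so their rank was set by that choice and is not independent evidence. Of its 5 alternatives TMM scaling (factors 1.02 and 0.981) moved it most, and none changed its direction. Acta2 stood at 3905 and 8948 CPM in basal cells, against 24.3 and 69.6 in ML cells and 61.5 and 46.4 in LP/alveolar cells. Postn (ENSMUSG00000027750, ratio 0.0125, 0.00911 to 0.0168) and Col16a1 (ENSMUSG00000040690, 0.512, 0.479 to 0.548), named by the study for ducts, were lower in the TEB. Nrg1 (ENSMUSG00000062991, 2.66, 2.43 to 2.92), Sema3b (ENSMUSG00000057969, 3.88, 3.54 to 4.26), Meox1 (ENSMUSG00000001493, 3.89, 3.49 to 4.34) and Ccnd2 (ENSMUSG00000000184, 1.31, 1.27 to 1.37), named for the TEB, were higher there.

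**Figure D4:**
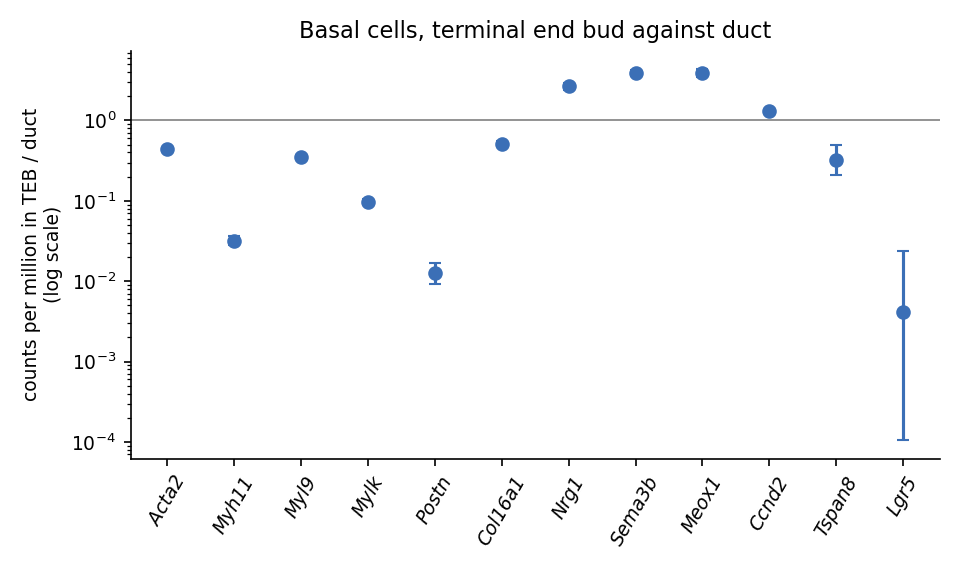
Ratio of CPM, TEB over duct, in basal cells for the 12 genes that the study names (log axis, exact Poisson 95% intervals, 1 library each). The 4 contractile genes lie between 0.0320 and 0.436, and the 4 TEB genes between 1.31 and 3.89.

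Lgr5 (ENSMUSG00000020140) had 1 count in TEB basal cells and 207 in duct basal cells, a duct over TEB ratio of 238 (42.3 to 9456). After thinning, 30 of 749 duct basal cells (4.01%, 2.72 to 5.67) and 0 of 472 TEB basal cells (interval up to 0.779%) had an Lgr5 UMI. Among duct ML cells 0 of 465 had one (interval up to 0.790%). Unthinned, the basal shares were 18.8% in the duct and 0.212% in the TEB, at median depths of 11924.5 and 26031, and the duct ML median depth was 20185. Tspan8 (ENSMUSG00000034127) had 32 and 86 counts in TEB and duct basal cells, a ratio of 0.323 (0.208 to 0.490). Its thinned share of 0.636% of TEB and 1.74% of duct basal cells (unthinned 2.33% and 6.78%) lay below the 1.76% and 4.30% of ML cells at median depths of 21075 and 20185. Background is thus not excluded as its source in basal cells. Whether ML cells express Tspan8 themselves was not tested. By the rule for unreplicated comparisons, basal cells of the TEB had the largest ratios in Col8a1 (ENSMUSG00000068196, 82.7, 44.8 to 173), Mest (ENSMUSG00000051855, 21.1, 17.8 to 25.1) and Csrp2 (ENSMUSG00000020186, 14.1, 12.98 to 15.3). Those of the duct had Ltbp2 (ENSMUSG00000002020, 2 counts in the TEB, ratio 357, 98.4 to 2953), Clca3a2 (ENSMUSG00000028262, 136, 73.8 to 285) and Slpi (ENSMUSG00000017002, 130.01, 96.7 to 179). In LP/alveolar cells the largest TEB over duct ratios were 7.63 for Tagln (ENSMUSG00000032085), 7.36 for Anxa3 (ENSMUSG00000029484) and 6.396 for Cnn2 (ENSMUSG00000004665). The largest duct over TEB ratios there were 236 for Cck (ENSMUSG00000032532), 64.9 for Fcgbp (ENSMUSG00000047730) and 43.9 for Lalba (ENSMUSG00000022991). In ML cells the TEB ratios were 113 for H19 (ENSMUSG00000000031), 111 for Cxcl13 (ENSMUSG00000023078) and 22.7 for Sprr1a (ENSMUSG00000050359), and the duct ratios 169 for Lalba, 32.6 for Ltf (ENSMUSG00000032496) and 26.6 for Cxcl17 (ENSMUSG00000060188). Lalba stood at 100.5 CPM in duct ML cells and at 1028 in duct LP/alveolar cells, so background from LP/alveolar cells is not excluded for its ML ratio. No background value was compared for the other genes with the largest ratios in these 2 classes.

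Adult glands of 3 strains were compared for proliferating cells. After thinning, an Mki67 UMI was found in 0.987% ± 1.06 of basal, 0.595% ± 0.714 of LP/alveolar and 1.19% ± 0.913 of ML cells of the FVB/NJ libraries (SD, n = 3). The SWISS library had 12.98% of basal (interval 11.9 to 14.1), 11.3% of LP/alveolar (10.1 to 12.6) and 10.5% of ML cells (9.43 to 11.7), above every FVB/NJ library and by more than the spread between them. Adult C57BL/6 had 1.70% (1.24 to 2.27), 1.43% (0.989 to 2.01) and 0.453% (0.281 to 0.691), and its differences from the FVB/NJ mean (0.711, 0.839 and -0.736 percentage points) compare with FVB/NJ standard deviations of 1.06, 0.714 and 0.913. The share in SWISS fibroblasts was 4.11%, which fell to 0.256% without the highest Scrublet scores, against 0.195% in FVB/NJ and 0 of 681 in C57BL/6. Median depths in SWISS were 6008, 6298 and 9027 UMIs in the 3 classes and 4032 in fibroblasts, and the unthinned shares were 25.7%, 24.7%, 25.3% and 5.86%. Without thinning, the SWISS excess over the FVB/NJ mean moved most, to 23.0, 23.2 and 22.0 percentage points. In CPM, Mki67 stood at 120, 127 and 103 in SWISS, 25.7, 18.5 and 3.67 in C57BL/6 and 8.13, 4.83 and 7.09 in FVB/NJ. Within barcode set 2, the SWISS over C57BL/6 ratio of shares was 7.65, 7.91 and 23.2. FVB/NJ and SWISS had no library in a common set.

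Checks of quality were made on every library. Adult FVB/NJ P7 differed at least 4-fold from the mean of A10 and D12 in 308 of 2618 genes (100 higher, 208 lower), where A10 and D12 differed that much in 38. Xist stood at 118 CPM in P7 against a mean of 2008. Mitochondrial genes took 0.516% of P7 counts after thinning to 1000 UMIs, against 4.08% in A10 and 3.45% in D12. Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) stood at 174 CPM in E18.5 skin, with a UMI in 57.4% of its cells, and at most at 0.0816 CPM in the other 17 libraries. Xist stood at 1342 CPM in the E18.5 mammary library and had 7 counts (0.139 CPM) in skin. Dissociation genes ranged in LP/alveolar cells from 1098 CPM (lactation D6) to 11897 CPM (P7), over all counts with milk included. Blood genes (Hbb-bs and Hba-a1) stood at 14801 CPM before puberty, 185 CPM on postnatal day 5, and 509 and 972 CPM in lactation. Of the barcodes left out, those of lactation F11 (5590) and D6 (3074) carried milk transcripts at 71.1% and 60.5% of counts, against at most 1.64% in the adult FVB/NJ libraries.

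Genes called in a pair of classes were compared for opposite directions. Between the adult gland and pregnancy day 12.5, 300 genes were called in both LP/alveolar and ML cells, and 20 of them moved in opposite directions. A single one had 50 or more CPM and no overlap between the groups in both classes, Ppp1r2 (ENSMUSG00000047714), and it was chosen after its values were seen. It fell in LP/alveolar cells (log2 -2.02, SE 0.402, adjusted p = 0.0119, mean 433 to 106 CPM) and rose in ML cells (log2 1.33, SE 0.338, adjusted p = 0.0373, mean 139.6 to 351 CPM). The LP/alveolar call was lost without H (0.179) or G (0.169), with adjusted p from 4.43e-08 to 0.179 over its alternatives. The ML call was kept without P7 (0.00433), without milk genes (0.0449), without high Scrublet scores (0.0353) and under DESeq2 (0.00600). It was lost without each other library, with adjusted p between 0.0613 and 0.292, and with the other alternatives, between 0.0560 and 0.129. In basal and LP/alveolar cells, 60 of 61 genes called in both moved the same way, and in basal and ML cells 33 of 36. In lactation, all 67 genes called in basal and LP/alveolar cells moved the same way.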

Values the study reported

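The study reported profiles of 132,599 cells, of which 6398 came from the embryonic mammary library and 9025 from embryonic skin. It reported 4037 cells for the pre-puberty gland and 48,981 epithelial cells for the 5 stages of its pregnancy-cycle comparison. The study reported a cluster of mixed lineage that made up 2.5% of the overall population. The study reported lineage signatures from bulk RNA-seq with 1467 basal, 428 LP and 528 ML genes. The study reported 164, 28 and 35 genes that differed between TEB and duct in its comparison by class.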

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

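The tests of the embryonic skin library and of Ppp1r2 were chosen only after the results were seen. So was the comparison of median milk UMIs between the left-out barcodes and the cell classes. The ratios of the marker share and milk share of the left-out barcodes to kept LP/alveolar cells were not.

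The E18.5 skin library carried Y-linked transcripts at 174 CPM, while the E18.5 mammary library had 0 such counts. A UMI of the 4 Y-linked genes was found in 57.4% of skin cells, and in each cluster of the skin library the share lay between 42.3% and 62.9%. Xist was found in at most 0.403% of the cells of any skin cluster. Fibroblasts made up 48.8% of the library and epidermal cells 1.66%. A share of fibroblasts cannot separate skin from another tissue rich in them, so an exchange of tissue stays open. A candidate explanation is that the skin came from male embryos and the mammary rudiments from female ones. The study's text describes the embryos as female and the labels give no sex, so the origin of the skin stays open. Every mammary against skin ratio is thus also a ratio between sexes, and the 2 cannot be told apart in this pair because each tissue came from 1 library.

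Barcodes that the limits left out of the lactation libraries were rich in milk transcripts, at 71.1% of counts in F11 and 60.5% in D6. Markers of basal, fibroblast and immune cells took a larger part of their counts outside milk than in kept LP/alveolar cells, by 3.78 times in D6 and 7.75 times in F11. Droplets without a cell, with RNA from a mixture of lysed cells, would also lie near the level of all kept cells. That was so in F11 (0.232% against 0.219%) and not in D6 (0.0931% against 0.335%), so this source stays open. The milk share of the left-out barcodes was 0.769 (D6) and 0.925 (F11) of that of kept LP/alveolar cells. In D6 this rested on few barcodes, since 247 with 500 or more genes held 5806909 of the 9049129 counts, at 73.2% milk. The 2827 barcodes of D6 under 500 genes were at 37.8%, against 78.7% in kept LP/alveolar cells, and the median left-out barcode was at 20.8%. In F11 the 5489 under 500 genes were at 70.3% and the median left-out barcode at 64.6%. The median left-out barcode held 716.5 milk UMIs in F11 and 173.5 in D6, close to the 604 to 646.5 and 127 to 155 of the median non-secretory cells and far below kept LP/alveolar cells (6980 and 14172). For most of these barcodes free RNA alone could thus give the amount of milk UMIs. Secretory cells of low depth are not excluded, since a limit on genes also selects for few UMIs. In D6 the left-out barcodes had a median mitochondrial share of 43.8%, and whether they include damaged cells was not tested. If some are secretory cells, the LP/alveolar share in lactation would be too low.

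Ppp1r2 (ENSMUSG00000047714) fell in LP/alveolar cells between the adult gland and pregnancy day 12.5 (log2 -2.02) and rose in ML cells (log2 1.33), and the difference between the classes was not itself tested. The rise in ML cells was 1.46 log2 without P7, which argues against the barcode set of that library as its source. In the 2 pregnancy day 12.5 libraries the ML cells held at least 2.64 times the Ppp1r2 CPM of LP/alveolar or basal cells (353 against 132 in H, and 348 against 132 in G). LP/alveolar or basal cells of those glands among the ML cells, or their free RNA, would not give a higher level than their own. Open alternatives are LP cells that kept the adult level of 433 CPM and were named ML, and reads from related sequences, neither of which was tested. The rise of the LP signature in these ML cells goes with the first. Ppp1r2 is itself a gene of that signature, so its rise and that of the signature are not separate observations. The LP/alveolar call was lost without H (adjusted p = 0.179) or G (0.169), out of a range of 4.43e-08 to 0.179. The ML call was lost without each library but P7, with adjusted p of 0.0928 (A10), 0.128 (D12), 0.292 (H), 0.291 (G), 0.0839 (F4), 0.0862 (B4), 0.0644 (F11) and 0.0613 (D6). An opposite regulation of this gene in the 2 luminal classes remains a hypothesis.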

How the results depend on the processing

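The alternatives without the secretory cluster and those that left 1 library out of the mixed-lineage share were chosen only after the data were seen, and the other alternatives were not. No paired analysis was made, because the replicate names are not shared across stages. The study numbers the replicates within each stage but does not describe them as pairs. A block by the study's representative libraries was fitted as an alternative.

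The LP/alveolar share across stages kept its call in all 14 alternatives, with exact permutation p from 0.00119 to 0.0286 when 1 library was left out, and so did the ML share (0.00952 to 0.0214). The basal share kept its call in 10 of 14. Without A10, P7 or D12 its exact permutation p was 0.0952, 0.0952 and 0.0667, in a leave-one-out range of 0.00238 to 0.0952. Without G (exact permutation p = 0.0202) the stage with the highest share changed to pregnancy day 18.5, because H alone then stood for day 12.5.

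The mixed-lineage cluster share was not called, and 8 of its 12 alternatives gave the same outcome. Leaving out 1 library gave exact permutation p from 0.0143 (B4) to 0.177 (G), and without F4 it was 0.0298. Without high Scrublet scores (exact permutation p = 0.698) and without integration (exact permutation p = 0.317) another stage had the highest share. The first follows from the construction, since most cells of this cluster ranked as doublets, and the cause of the second was not tested.

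The count of changed genes moved by over 1.5 times in 83 of 147 alternatives, and no gene called in both a setting and the original fit changed direction. Leaving out 1 library moved it in 54 of 81 cases. For pregnancy day 12.5 against the adult the ranges were 2 to 672 (basal), 127 to 2941 (LP/alveolar) and 129 to 1185 (ML). For day 18.5 against day 12.5 they were 0 to 90, 2 to 1098 and 0 to 59, and for lactation against day 18.5 they were 0 to 222, 36 to 1132 and 0 to 57.

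Dropping the low-count filter raised all 9 counts. At day 12.5 they became 1044 (basal), 3104 (LP/alveolar) and 1456 (ML), at day 18.5 352, 1042 and 127, and in lactation 560, 1453 and 255. DESeq2 moved 7 of 9, to 616 in basal cells at day 12.5, to 169 (basal), 866 (LP/alveolar) and 61 (ML) at day 18.5, and to 316, 987 and 69 in lactation. Library sizes without TMM moved 4 of 9, to 396 (LP/alveolar) and 0 (ML) at day 18.5, and to 10258 (LP/alveolar, of which 10027 lower) and 5 (ML) in lactation. Blocking by the study's representative libraries moved 3 of 9, to 40 (basal, day 12.5), 58 (LP/alveolar, day 18.5) and 0 (ML, day 18.5). Cells with at least 1000 genes moved 3 of 9, to 81 (basal, day 12.5), 2 (basal, day 18.5) and 1 (ML, lactation). Without milk genes the ML count at day 18.5 was 4, and without high Scrublet scores it was 0. Without the secretory cluster the LP/alveolar count in lactation was 274.

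The cell cycle list kept its camera call in 13 of 14 alternatives (0.000234 to 0.0148 when 1 library was left out), and fry in limma gave an adjusted p of 0.0519. The signatures kept their size within 1.5 times in 11 of 21 alternatives. A fold threshold of 1.3 gave 1334 basal, 554 LP and 946 ML genes, no library block 293, 143 and 176, and DESeq2 309 ML genes. Leaving out 1 adult library gave 171 to 949 basal, 127 to 402 LP and 174 to 508 ML genes, each lowest without A10.

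The basal position moved in 14 of 20 alternatives, and its order by age changed with the score. By share of counts it was 62.1% (E18.5), 67.4% (day 5), 84.0% (pre-puberty) and 8.33% (adult), and with a signature threshold of 1.3 it was 34.7%, 34.8%, 52.1% and 13.1%. Without thinning it was 39.2% (E18.5), 62.5% (pre-puberty) and 8.50% (adult), and at 1000 UMIs 67.1% (pre-puberty) and 7.04% (adult). Without high Scrublet scores E18.5 was at 40.1%. The pre-puberty median stayed the highest and the adult median the lowest in every one of these alternatives.

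Milk shares moved by more than the SD of the 2 libraries in 6 of 26 alternatives. Leaving out 1 of 2 libraries cannot exceed that SD by construction, so the 10 such cases say nothing about stability. The following moved among the milk transcripts per class in lactation: LP/alveolar cells to 79.5% without mitochondrial genes and to 74.1% with at least 1000 genes per cell, and ML cells to 31.3%, to 34.0%, and to 18.3% without high Scrublet scores. The left-out barcodes stood at 65.8% against 70.9% of all kept cells. With 1 of the 2 libraries left out the ranges were 11.4% to 40.5% (basal), 76.9% to 78.7% (LP/alveolar), 28.7% to 29.9% (ML), 10.1% to 36.6% (fibroblast) and 6.14% to 30.2% (immune).

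The embryonic shares moved in 5 of 18 alternatives. Skin fibroblasts were 42.0% at a resolution of 0.3, 50.3% with at least 1000 genes per cell and 49.9% without integration. Mammary Schwann cells were 2.90% with at least 1000 genes, and mammary fibroblasts 0.766% without integration. The contractile list stayed the same in all 5 alternatives for TEB against duct.

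The excess of Mki67-positive cells in SWISS over the FVB/NJ mean kept its direction in every alternative. In basal, LP/alveolar and ML cells it was 23.0, 23.2 and 22.0 percentage points without thinning, 6.91, 6.49 and 5.12 at 1000 UMIs, and 17.1, 13.7 and 15.4 for cells with 2 or more of 4 cell cycle genes. Leaving out 1 FVB/NJ library gave 11.5 to 12.6, 10.4 to 11.1 and 8.98 to 9.85. The C57BL/6 difference in ML cells was -2.17 without thinning, and leaving out 1 FVB/NJ library gave 0.217 to 1.27, 0.542 to 1.24 and -1.09 to -0.221. In basal cells its sign changed without thinning (-0.259) and with 2 or more genes (-0.253).

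Over 105 results on single named genes, 901 of 1061 alternatives gave the same outcome, 91 a weaker one, 35 a stronger one and 34 another size, and 0 reversed a call. Leave-one-out made up 70 of the 91 weaker ones. The 34 of another size were all ratios of the unreplicated pairs (21 for TEB against duct, 13 for mammary against skin).

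Depth limits these results in P7, with 9920346 UMIs, and in the rare classes, such as the 208 and 251 ML cells at pregnancy day 12.5. A gene without a count after thinning to 2000 UMIs may be expressed below detection, as for Lgr5, found in 18.8% of duct basal cells without thinning and in 4.01% after it.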

Other observations

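Tests on the barcode sets, on P7 as a library of another set, on Mki67 in SWISS cells and on doublets, and those that compare milk shares or median milk UMIs between classes, were chosen only after the results were seen.

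The basal signature here held 837 genes. It is smaller than that of the study, which came from bulk RNA-seq of sorted cells, a source not analysed here.

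Milk transcripts in basal cells of lactating glands were at the level found in other non-secretory cells. The basal share of milk counts was 1.11 times the highest share among fibroblast, immune and ML cells in F11 and 0.397 times in D6, where ML cells held the highest share. That ML share was raised by few cells, as the median D6 ML cell held 127 milk UMIs against 1884 others. Leaving out the highest Scrublet scores cut the D6 ML counts from 698934 (210 cells) to 454683 (190 cells). The 0.397 was not recomputed without those cells. Against D6 fibroblasts and immune cells the basal share was 1.13 and 1.86 times as high. These ratios leave free milk RNA and a low level of expression open. By number of UMIs, the median basal cell held at most 1.10 times the milk UMIs of the median fibroblast, immune or ML cell in either library. Free RNA in the droplets is a candidate explanation, since it adds a like number of UMIs to each droplet. Without high Scrublet scores, 4.76% of basal cells in F11 and 6.17% in D6 (5.22% and 6.03% of all kept basal cells) lay above the 95th percentile of non-epithelial cells, close to the 5% that free RNA alone would give. These values argue against milk expression as a property of most basal cells in these libraries. A small subset that makes milk transcripts itself stays open, and so do doublets with secretory cells.

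Genes that rose in basal cells from pregnancy day 18.5 to lactation could in part be free RNA of secretory cells too. Of 84 such genes, 22.6% (D6) and 26.2% (F11) had both a source in LP/alveolar cells and a level in non-epithelial cells that free RNA would give. The level in non-epithelial cells alone was met by 91.7% and 95.2% of them, but also by 89.2% and 91.8% of other genes, so that part carries little weight. Free RNA and regulation in basal cells cannot be told apart for the set as a whole by this test. RNA of, or doublets with, immune and endothelial cells is another open source that was not tested. Of genes chosen after the values were seen, Pecam1 (ENSMUSG00000020717) had 0.925 UMIs per fibroblast or immune cell against 0.0678 per basal cell in D6, and C1qa (ENSMUSG00000036887) 1.04 against 0.0197 in F11. Without F4 or B4 edgeR called 0 genes in this contrast, without D6 25, without F11 62, without H or G 64 and without P7 222.

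The cluster with markers of several epithelial classes may consist largely of doublets. Its cells held 1.97 times the median UMIs of their library, most of them ranked as doublets, and its share rose with the number of cells per library. Random doublets as the whole cause are less clear, because Mki67 lay above every class in 3 of the 10 libraries (A10, D12 and post-involution), which a mixture of the average classes would not give. In lactation its cells held 0.427 (D6) and 0.914 (F11) of the median UMIs. There 30.6% (D6) and 63.6% (F11) of them ranked as doublets, against 72.6% (A10) to 95.7% (H) in libraries of the other stages. Random doublets and a cycling population with mixed markers cannot be told apart by this test, because the other 7 libraries gave no such excess. A true intermediate state is not excluded by these tests.

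Shared barcodes point to 3 barcode sets in this series. Over all 153 pairs of libraries, the number of shared barcodes was 0.561 times that given by chance from a pool of 750000, and between sets the ratio was 0.0153. Both values include the 17 pairs of P7, whose 14 bases cannot match the 16 of the other libraries, so its set rests on barcode length. Between sets 1 and 2, both of 16 bases, 70 barcodes were shared where chance gives 4032.3 (ratio 0.0174), while the ratio within set 1 was 1.01 (0.986 to 1.04). This argues against draws of both sets from a single pool. Different kit versions are a candidate explanation, while the study names a single one. The labels do not settle this. Within set 2 the ratio was 0.198, which a single pool of 3784500 barcodes (3060600 to 4737900) would give.

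Adult FVB/NJ P7 had a low mitochondrial share that depth does not explain. After thinning to 1000 UMIs the other adult libraries still held at least 3.45%. Mitochondrial genes as a group were not missing from its table, since those with counts were lower by between 3.24 and 397 times. The exception was mt-Nd6, with 0 counts in P7 against a mean of 16.5 CPM in the other adult libraries. The fall was thus uneven between these genes. Outside the mitochondrial genes, 308 genes differed at least 4-fold from the mean of the other adult libraries. A kit of another version is a candidate explanation that covers the barcodes, the depth and these genes together. Which step made the difference stays open, as no other library shares its set. Without P7 the count of changed genes at pregnancy day 12.5 rose from 123 to 377 in basal, from 1900 to 2941 in LP/alveolar and from 741 to 1185 in ML cells. Without H or G the basal count was 2, and the LP/alveolar count was 127 and 157. Without A10 the basal count was 672, without D12 25, without F4 4, without B4 18, without F11 64 and without D6 52. The LP/alveolar count was 1149 without F4 and 1173 without B4. The ML count was 132 without H, 129 without G, 426 without F4 and 444 without B4.

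Mki67-positive cells were more frequent in the adult SWISS library than in adult C57BL/6, by at least 7.65 times in each of the 3 classes. Both belong to barcode set 2 and were processed together per the study's methods, which argues against the set as the source of that difference. With 1 library per strain, the estrous stage of the pooled mice and other differences between animals remain untested and could explain it. A difference between strains is a hypothesis. The comparison of SWISS with FVB/NJ is confounded with the set.

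Y-linked transcripts reached at most 0.0816 CPM in the 17 mammary libraries (pre-puberty, 3 counts), which argues against male cells among the pooled glands. Dissociation genes varied in LP/alveolar cells less within a stage than between stages, with a ratio of 0.317 of the log2 ranges, against 0.919 in ML and 1.32 in basal cells. These ranges are of CPM over all counts, of which milk took 76.9% (F11) and 78.7% (D6) in lactation LP/alveolar cells. Dilution by milk thus adds to the range between stages, and the LP/alveolar ratio carries little weight. Handling of single libraries and stage cannot be told apart for this list, because the classes gave different answers and processing days are not known. The blood genes before puberty, and haemoglobin in lactation, may come from blood that was not removed, as fibroblast and immune cells carried Hbb-bs in lactation too (27.6 and 8377 CPM in F11, 1227 and 9485 in D6). That source was not tested with a value of its own.

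The ML share differed between the 4 stages (exact permutation p = 0.000794), and this call held in all 14 alternatives, each with the highest mean share in the adult. The fall from the adult to pregnancy was not tested on its own. A lower share does not show that ML cells were lost, because growth of the other classes would also lower it, and absolute cell numbers were not measured. Sorting and the dissociation of glands of different stages could also change the shares. In ML cells at pregnancy day 12.5, the lower ML signature and the higher LP and basal signatures are in line with other cells or their RNA among the 208 and 251 cells, or with a change of state. These were not separated, and the choice of the signatures on the adult baseline libraries could also contribute. Gene changes in ML cells at that stage are to be read with these limits.

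Cell cycle genes in basal cells at pregnancy day 12.5 were higher by camera in limma (adjusted p = 0.00223, 0.000234 to 0.0148 when 1 library was left out, 5 of 7 genes higher) and not by fry (adjusted p = 0.0519). Both pregnancy libraries lay close together, while adult libraries differed widely in Mki67. Estrous stage was not controlled in the adults and could contribute to that spread. The study picked most of these genes from its representative libraries, A10 and H among them. Outside that choice, Mki67 stood at 33.8 scaled CPM in G against 0.624 (P7) and 5.81 (D12). Cks2 stood at 251 against 24.3 and 55.3, while Hmgb1 and Tuba1b were lower in G than in both. This leaves 1 pregnancy library and no test, and P7 was of another barcode set. Further glands are thus needed to test a rise of cycling basal cells in mid-pregnancy.

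Among C57BL/6 ages, basal and luminal classes lay closer in basal position at E18.5 than in the adult. The adult median stayed the lowest under each alternative score, while the day 5 median ranged from 34.8% to 67.4%, so no order is claimed between E18.5 and day 5. Age, barcode set and the mix of classes could each contribute, and with 1 library per age these were not separated. Lower contractile genes in TEB basal cells held in all 5 alternatives. However, the study chose these genes on the same libraries. The pair also has 1 library each and no estimate of the variation between pools of mice. Apart from these libraries, the study stained gland sections and reported more Myh11 and Mylk in basal cells of ducts than of TEBs. It also states, without showing the data, that bulk RNA-seq found TEB basal cells to be less differentiated. Neither the staining nor the bulk data were analysed here.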
